# Circular RNA Signature Predicts Gemcitabine Resistance of Pancreatic Ductal Adenocarcinoma

**DOI:** 10.3389/fphar.2018.00584

**Published:** 2018-06-05

**Authors:** Feng Shao, Mei Huang, Futao Meng, Qiang Huang

**Keywords:** pancreatic ductal adenocarcinoma, gemcitabine resistance, circular RNA, serum marker, diagnosis

## Abstract

Gemcitabine resistance is currently the main problem of chemotherapy for advanced pancreatic cancer patients. The resistance is thought to be caused by altered drug metabolism or reduced apoptosis of cancer cells. However, the underlying mechanism of Gemcitabine resistance in pancreatic cancer remains unclear. In this study, we established Gemcitabine resistant PANC-1 (PANC-1-GR) cell lines and compared the circular RNAs (circRNAs) profiles between PANC-1 cells and PANC-1-GR cells by RNA sequencing. Differentially expressed circRNAs were demonstrated using scatter plot and cluster heatmap analysis. Gene ontology and pathway analysis were performed to systemically map the genes which are functionally associated to those differentially expressed circRNAs identified from our data. The expression of the differentially expressed circRNAs picked up by RNAseq in PANC-1-GR cells was further validated by qRT-PCR and two circRNAs were eventually identified as the most distinct targets. Consistently, by analyzing plasma samples form pancreatic ductal adenocarcinoma (PDAC) patients, the two circRNAs showed more significant expression in the Gemcitabine non-responsive patients than the responsive ones. In addition, we found that silencing of the two circRNAs could restore the sensitivity of PANC-1-GR cells to Gemcitabine treatment, while over-expression of them could increase the resistance of normal PANC-1 and MIA PACA-2 cells, suggesting that they might serve as drug targets for Gemcitabine resistance. Furthermore, the miRNA interaction networks were also explored based on the correlation analysis of the target microRNAs of these two circRNAs. In conclusion, we successfully established new PANC-1-GR cells, systemically characterized the circRNA and miRNA profiles, and identified two circRNAs as novel biomarkers and potential therapeutic targets for Gemcitabine non-responsive PDAC patients.

## Introduction

Pancreatic cancer is one of the most malignant cancers with very poor prognosis. The incidence of pancreatic cancer has been increasing over the past 20 years. 85% of pancreatic cancer is pancreatic ductal adenocarcinoma (PDAC) (Siegel et al., 2017). Although great progress has been made in surgery and other treatments for PDAC, the 5-year survival rate of PDAC is still less than 4%, while the median survival of PDAC patients is only 5–6 months. Since most PDAC patients are diagnosed at an advanced stage, 80% of patients with PDAC is unable to undergo surgical resection treatment. Chemotherapy has become an essential treatment for advanced PDAC (Saung and Zheng, 2017). Gemcitabine is currently a first-line drug of chemotherapy treatment for PDAC patients. However, it is well known that only very few PDAC patients are able to maintain a lasting sensitivity to Gemcitabine-based chemotherapy (Amrutkar and Gladhaug, 2017). The drug resistance has already become the main reason for poor performance of Gemcitabine in the current treatment. Therefore, screening of Gemcitabine resistance related biological markers and improvement of Gemcitabine sensitivity are the main challenge of PDAC research.

Accumulating evidence has shown that circular RNAs (circRNAs), one of endogenous non-coding RNAs, play a key regulatory role in the cellular physiological process and the cancer biological process (Memczak et al., 2013). It is reported that circRNAs act as miRNA sponge which absorb miRNAs and then regulate the expression of miRNA targeted genes (Hansen et al., 2013a,b; Han et al., 2017). Most recently, circRNAs have been shown to be closely associated with various human diseases, such as cancer, cardiovascular disease and neurodegenerative diseases (Westholm et al., 2014; Wang et al., 2016; Chen et al., 2017a; Kristensen et al., 2017). In addition, the inherent stability of circRNAs conferred by the circular structure, allows them to be enriched in the exosomes and stably present in plasma, saliva and other peripheral tissues, which renders them potential diagnostic molecular markers for various diseases (Chen et al., 2017b; Wang et al., 2017).

In this study, we established a new Gemcitabine-resistant cell line (PANC-1-GR) from a pancreatic cancer cell line, PANC-1. The circRNAs expression profile of PANC-1-GR cells was systematically explored comparing with parental PANC-1 cells by RNA sequencing. Our results showed that circRNAs expression profiles are very different between PANC-1 cells and PANC-1-GR cells. The characterization of circRNAs and miRNAs in these cell lines and patient samples led to the identification of two novel circRNAs biomarkers and potential drug targets.

## Materials and Methods

### Patient Samples

This study was approved by the Institutional Ethics Review Board of Anhui Provincial Hospital and was conducted according to the Ethical Guidelines for Human Genome/Gene Research issued by the Chinese Government. The plasma samples of PDAC patients were prospectively collected from 40 patients of Anhui Provincial Hospital from January 2015 to June 2016. All of the patients were histologically or cytologically confirmed as pancreatic ductal adenocarcinoma and received Gemcitabine-based chemotherapy. Twenty of these patients were found to be Gemcitabine non-responsive, as they meet the following definition: progression during or <6 months of previous Gemcitabine treatment including adjuvant therapy.

The peripheral blood (5 ml) was collected in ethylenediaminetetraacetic acid tube, centrifuged at 3000 g for 10 min to harvest plasma, and stored at liquid nitrogen. Patients consent forms were duly signed by the patients according to the regulation of ethical guidelines issued by Anhui provincial hospital.

### Cell Lines

PANC-1 cells were obtained from Shanghai Cell Bank. Cells were cultured in RPMI1640 supplemented in 10% fetal bovine serum (FBS) with 100 U/ml penicillin–100 g/ml streptomycin within a humidified incubator containing 5% CO_2_ at 37°C.

The cell line which was resistant to Gemcitabine was generated by selection under increasing gradient of Gemcitabine in our lab. The initial concentration of Gemcitabine in the cell culture medium was 0.1 μg/ml. The concentration increased when the survival cells entered the logarithmic growth phase. After 40 weeks of continuous Gemcitabine induced culture, the final concentration of Gemcitabine in the resistant cell culture medium reach up to 200 μg/ml. The Gemcitabine resistant cell line was named PANC-1-GR. The PANC-1-GR cell line was cultured in periodically added 10 μg/ml Gemcitabine to maintain cell resistance.

### Cell Viability and Proliferation Assays

MTT assay was performed to determine cell viability of PANC-1 and PANC-1-GR cell lines under Gemcitabine treatment and then indirectly reflected cell sensitivity to Gemcitabine. Cells seeded in 96-well plates, at a density of 5 × 10^4^ cells per well, were given Gemcitabine treatment at different concentrations for 72 h. 100 μl of MTT solution (500 μg/ml) was added to each well and after its conversion to a soluble formazan, cell viability was measured by spectrophotometric absorbance at 570 nm.

Cell proliferation was monitored with xCelligence system. PANC-1 and PANC-1-GR cells were seeded in a 96-well electronic microtiter plate (E-Plate), incubated at 37°C with 5% CO_2_, and then monitored on the RTCA System at 30-min time interval for up to 100 hours. The electronic readout of cell-sensor impedance is displayed in real-time as cell index (CI), which directly influenced by cell attachment, spreading, or cell proliferation. The cell index is presented as mean ± SD from three independent wells (calculated by xCELLigence) (Stefanowicz-Hajduk et al., 2016).

### RNA Extraction and Quality Control

Total RNA was isolated from tumor tissues and plasma samples using TRIzol reagent (Invitrogen, Carlsbad, CA, United States), according to the manufacturer’s protocol. RNA integrity was assessed using standard denaturing agarose gel electrophoresis. The total RNA from each specimen was quantified and quality assurance was provided by NanoDrop ND-1000 spectrophotometer (NanaDrop, Wilmington, DE, United States).

### Transcriptome High-Throughput Sequencing and Subsequent Bioinformatics Analysis

Transcriptome high-throughput sequencing and subsequent bioinformatics analysis were performed by Cloud-Seq Biotech (Shanghai, China). The RNA sequencing data had been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). The GEO accession number is GSE110580^1^. The scatter plot and cluster heatmap are visualization methods used for assessing the circRNA expression variation. The differentially expressed circRNA between PANC-1 and Gemcitabine resistant PANC-1-GR cells were analyzed by edgeR package in R. Differentially expressed circRNAs with statistical significance (fold changes ≥1.5 and *p* < 0.05) between groups were identified using fold change cut-off or volcano plot filtering, respectively. The Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics tool for KEEG pathway enrichment analysis and Gene Ontology^2^, were applied to determine the roles that these differentially expressed circRNAs played in GO terms of biological pathways (Huang da et al., 2009). The circRNA/microRNA interaction was predicted using Arraystar’s home-made miRNA target prediction software based on TargetScan and miRanda. The circRNA-miRNA network was constructed and visualized using Cytoscape v3.5.1 (Shannon et al., 2003).

### Quantitative Reverse Transcription-Polymerase Chain Reaction Validation Assay

Total RNA samples were reverse-transcribed into cDNA with a random primer using SuperScript^TM^ III Reverse Transcriptase (Invitrogen) according to the manufacturer’s instructions. The expression of circRNAs was measured using quantitative polymerase chain reaction (qPCR) SYBR Green Master Mix (Takara, Tokyo, Japan) in a ViiA 7 Real-time PCR System (Applied Biosystems Inc., Foster City, CA, United States). The sequences of the divergent primers for the detection of the 10 circular RNAs by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) were shown in **Table 2**. The RNA levels were normalized to human GAPDH. The expression levels were analyzed by the 2^-ΔΔCt^ method.

All of the quantitative PCR reactions were conducted in triplicate. The appearance of a single-peak in the melt-curve suggested the specificity of the PCR products.

### Silencing and Over-Expression of circRNA

siRNA sequences for chr14:101402109-101464448+ including: siRNA-1: CUUAAUUGUGGGCUCACAU; siRNA-2: CCUAUAGCUGUGGUAUAAC. siRNA sequences for chr4:52729603-52780244+ including: siRNA-1: CAUAGUAAUAGACGAAUUGA; siRNA-2: UGAAUUCUUAGAAGUUAAAG.

siRNAs were synthesized by GeneChem (Shanghai, China).

The pCD-ciR plasmids was used to carry the circular framework of chr14:101402109-101464448+ and chr4:52729603-52780244+. The primers for chr14:101402109-101464448+ are F: 5^′^-ATAAGTCTACTTTTCTTCCACGTAA-3^′^

R: 5^′^-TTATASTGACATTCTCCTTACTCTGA-3^′^. The primers for chr4:52729603-52780244+ are F: 5^′^-CAGCTGAACTCTCATCTCTCAACAC-3^′^

R:5^′^-CCTTCCAGAAGTTGGCCTCTTAAAC-3^′^.

### Annexin V-FITC Cell Apoptosis Assay

Cells were harvested for Annexin V-Propidium Iodide (PI) staining after 24 h with 0.1 ug/ml gemcitabine treatment. Cells were analyzed by the FACS Calibur (BD Biosciences). Annexin V-FITC^+^ PI-cells were considered as apoptosis cells.

### TUNEL Assay

Cells were exposed to 0.1 ug/ml gemcitabine for 24 h, washed with PBS, and fixed in cold 4% PFA for 30 min, followed by incubation in 0.1% Triton X-100 in PBS for 2 min on ice. After washing twice in PBS, cells were incubated in working solutions from a One-Step TUNEL apoptosis assay kit (Beyotime Biotechnology).

### Statistical Analysis

All experimental data were analyzed using SPSS software (version 22.0; IBM, Armonk, NY, United States) and GraghPad Prism 5.0 (GraphPad Software, La Jolla, CA, United States). The expression level of each circRNA was represented as fold-change using the 2^-ΔΔCt^ method.

## Results

### Comparison of PANC-1 and PANC-1-GR Cell Lines

A new PANC-1-GR cell line was derived from PANC-1 cell line by selecting under Gemcitabine gradients as shown in Section “Materials and Methods.” The drug resistance of this new cell line was confirmed by culturing with Gemcitabine. After incubation with different concentrations of Gemcitabine (0, 0.1, 0.5, 2, 10, 20, 40, 80,120, 160, 200 μg/ml) for 72 h, cell viability was assessed by MTT assay. As shown in cell survival curves in **Figure 1A**, the 50% inhibition concentrations (IC_50_) of Gemcitabine to PANC-1 and PANC-G cells were 0.06 ± 0.003 μg/ml and 56.2 ± 2.16 μg/ml, respectively. Cell proliferating ability of PANC-1 and PANC-1-GR cell lines was further monitored with xCelligence system. Cell growth data showed that PANC-1-GR cells proliferated slower than PANC-1 cells (**Figure 1B**), which may be due to some cell cycle regulatory molecules differentially expressed between parental and resistant lines. And we will investigate the relevant cell cycle regulatory mechanisms in further study. We also determined the expression of the multidrug efflux pump MDR1, which is commonly observed to be upregulated in various drugs resistance cancer cells and also has been shown to cause gemcitabine resistance in pancreatic cancer cells. It was demonstrated that MDR1 expression was up-regulated in PANC-1-GR cells. (Supplementary Figure S1) The results confirmed that a PANC-1-GR cell line was successfully established for subsequent circRNAs profiling.

**FIGURE 1:**
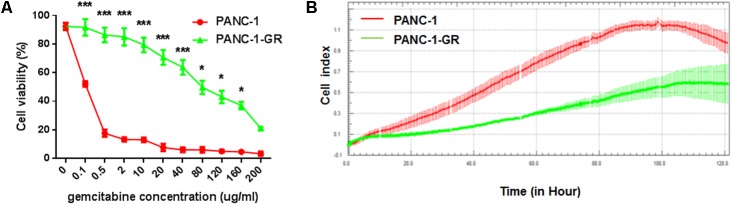
Comparison of PANC-1 and PANC-1-GR cells. **(A)** Gemcitabine cytotoxicity to PANC-1 and PANC-1-GR cells. Cells were incubated continuously with different concentrations of Gemcitabine for 72 h and the cell viability was determined by MTT assay. **(B)** Proliferation assay of PANC-1 and PANC-1-GR cell lines. Data were collected from three independent cultures. Shown are mean values ± standard deviation. ^∗∗∗^*p* < 0.001,^∗^*p* < 0.05.

### Characterization of circRNAs Profiles in PANC-1 and PANC-1-GR Cell Lines

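The circRNAs of PANC-1 cells and of PANC-1-GR cells were measured in 6 RNA libraries, 3 from each line. PANC-1 is a human cell line from a carcinoma of the pancreatic duct, and PANC-1-GR was derived from it over 40 weeks in Gemcitabine that was raised from 0.1 to 200 μg/ml, with 10 μg/ml added periodically afterwards. A circRNA is made when the end of an exon is spliced back to the start of the same or an earlier exon. A read across this back-splice junction is taken here as a read of the circle and not of the linear mRNA, which was not tested. The deposited table lists 7746 such junctions from 3348 host genes, with 4623 of them under a circBase ID. Junctions that the table places in the exonic category made up 6585 of them and held 90.6% of the junction reads in PANC-1 and 90.1% in PANC-1-GR. The most abundant circle in both lines was hsa_circ_0000284, which is the large second exon of HIPK3, a serine/threonine kinase gene, at chromosome 11 from 33307959 to 33309057 of hg19. It had 189 ± 20.3 (SD, n = 3) junction reads per 10000 in PANC-1 and 189 ± 14.2 (SD, n = 3) in PANC-1-GR. Next were hsa_circ_0001346 of RNF13, a ubiquitin ligase gene, with 97.3 ± 9.00 (SD, n = 3) in PANC-1 and 109 ± 4.86 (SD, n = 3) in PANC-1-GR, and hsa_circ_0001136 of ASXL1, which encodes a Polycomb-associated chromatin regulator, with 73.1 ± 12.4 (SD, n = 3) and 67.3 ± 12.7 (SD, n = 3).
The 3 PANC-1 libraries held 11964, 11785 and 9429 junction reads and the 3 PANC-1-GR libraries 13689, 9222 and 10889. The number of circRNAs with at least 1 read was 3705 ± 301 (SD, n = 3) per PANC-1 library and 3692 ± 432 (SD, n = 3) per PANC-1-GR library, with p = 1 in a two-sided exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. Counts are therefore small for most circles, with a median of 4 reads over all 6 libraries, and 4350 circRNAs had 2 to 4 reads in total. Every listed circRNA had at least 2 reads in at least 1 library, so circles below that level are not in the table. The authors had the reads processed to junction counts on hg19, and the program that called the junctions is not given in the sources used here. From these counts, the lines were compared with the quasi-likelihood test of edgeR (two-sided, TMM normalization of the totals of junction reads) over the 969 circRNAs with at least 3 reads in at least 3 of the 6 libraries. The paper's text does not say whether the libraries of a line came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.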

To screen circRNAs which could be involved in Gemcitabine resistance in PDAC, we analyzed and compared circRNAs expression in PANC-1 cells and PANC-1-GR cells using transcriptome high-throughput sequencing analysis. Total RNAs were isolated from PANC-1 and PANC-1-GR cell lines and analyzed by RNA sequencing. 

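In PANC-1-GR cells, 27 circRNAs were higher and 14 were lower than in PANC-1 cells at a fold change of at least 2 and an unadjusted p of at most 0.05. The smallest p belonged to a circle that was lower, hsa_circ_0001900 of CAMSAP1, a gene for a protein that binds the minus ends of microtubules, at chromosome 9 from 138773479 to 138774924 of hg19. It had 20.4 ± 2.55 (SD, n = 3) junction reads per 10000 in PANC-1 and 8.94 ± 1.78 (SD, n = 3) in PANC-1-GR, a log2 fold change of -1.15 with a standard error of 0.35. A circle of DCLK2, a doublecortin-like kinase gene, had a log2 fold change of -1.48 (standard error 0.47). The circle of TNPO3, which encodes a nuclear import receptor of splicing factors, had 17.2 ± 0.696 (SD, n = 3) junction reads per 10000 in PANC-1 and 8.21 ± 3.01 (SD, n = 3) in PANC-1-GR. Lower circles also came from CHD7, a chromatin remodeler, with a log2 fold change of -2.11 (standard error 0.76), and from ATXN2, an RNA-binding protein, with -1.03 (standard error 0.49).
Among the circles that were higher, hsa_circ_0003571 of FCHO2, a membrane-bending protein of clathrin-mediated endocytosis, had the smallest p. It lies on chromosome 5 from 72354260 to 72373320 and had 2.11 ± 0.405 (SD, n = 3) junction reads per 10000 in PANC-1 and 7.96 ± 1.32 (SD, n = 3) in PANC-1-GR, a log2 fold change of 1.85 (standard error 0.60). The circle hsa_circ_0008766 of KCNMA1, the pore-forming subunit of the large-conductance calcium-activated potassium channel, had 0 reads in the 3 PANC-1 libraries and 10 reads in PANC-1-GR. With 3 reads as the floor over the PANC-1 group this is 3.27-fold higher. The 95% Clopper-Pearson lower bound of its ratio, for counting error, was 2.20. A circle made of an exon of IGF1R, the receptor of insulin-like growth factor 1, had a log2 fold change of 1.20 (standard error 0.47), and circles of BPTF, a subunit of the NURF chromatin remodeling complex, and ASPH, an aspartate hydroxylase gene, had 1.41 (standard error 0.55) and 1.21 (standard error 0.49). The circle of ASCC1, a subunit of a transcriptional coactivator complex, had 2 reads in PANC-1 and 14 in PANC-1-GR, a ratio of 6.87 (95% Clopper-Pearson interval of counting error 1.58 to 62.3), and that of RHBDD1, a rhomboid protease gene, had 2 and 13 reads. The other named circles of this group, of QSER1 and the dynein heavy chain gene DNAH14, had log2 fold changes of 1.63 (standard error 0.68) and 1.87 (standard error 0.79).
The 27 higher circles came from 24 host genes and had 10 to 51 reads over all libraries, and the 14 lower circles came from 14 host genes. For 20 of the 27 and 12 of the 14, all PANC-1-GR libraries lay on one side of all PANC-1 libraries. Over all tested circRNAs this held for 105, or 10.8%, and chance gives 10% for 3 libraries against 3. After Benjamini-Hochberg adjustment of the edgeR quasi-likelihood test, 0 circRNAs had an adjusted p under 0.05, with 0.653 as the smallest, for the circles of CAMSAP1, DCLK2 and FCHO2. An unadjusted p of at most 0.05 was reached by 49 of the 969 tested circRNAs, or 5.06%. In counts simulated with the same dispersion for every circle, 3.76% of unchanged circRNAs reached it. The exact test of edgeR gave 43 such circRNAs, DESeq2 14 and limma-voom 47, and each of these also gave 0 after adjustment.
With DESeq2 the counts of higher and lower circRNAs were 9 and 5, with prior count 2 they were 12 and 9, with no filter on low counts 72 and 52, and with at least 10 reads in 3 libraries 3 and 3. Without PANC-1 replicate 1 they were 30 and 9, while the excess of higher circles turned without PANC-1-GR replicate 1, with 22 and 24, and with junction reads summed per host gene, chosen after the data were seen, with 17 and 23 host genes.

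**Figure D1:**
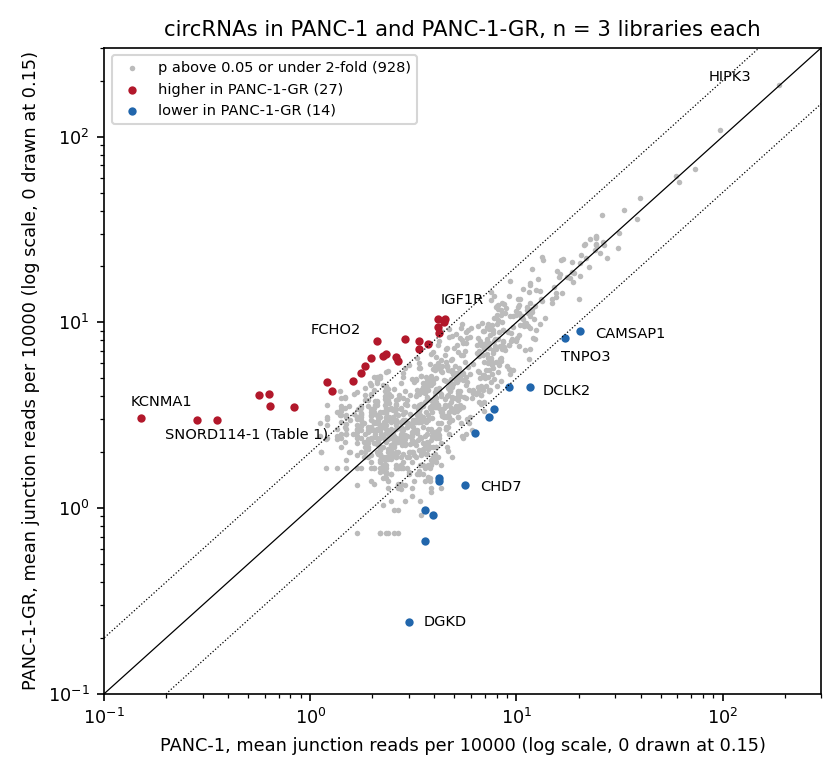
Mean junction reads per 10000 of each of the 969 tested circRNAs in PANC-1 (x axis) and PANC-1-GR (y axis), both on log scales, over 3 libraries per line; the solid line marks equal levels and the dotted lines a 2-fold difference, and a mean of 0 is drawn near the left edge. The 27 circRNAs higher in PANC-1-GR (red) and the 14 lower (blue) lie mostly below 10 reads per 10000, and the HIPK3 circle at the top right lies on the line of equal levels.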

Differential gene expression analysis between PANC-1 and PANC-1-GR cells revealed 126 circRNAs whose expression was significantly different in these two cell lines (fold change ≥2.0, *p* ≤ 0.05), with 68 of them up-regulated and 58 down-regulated in PANC-1-GR cells compared to PANC-1 cells (**Figure 2**).

**FIGURE 2:**
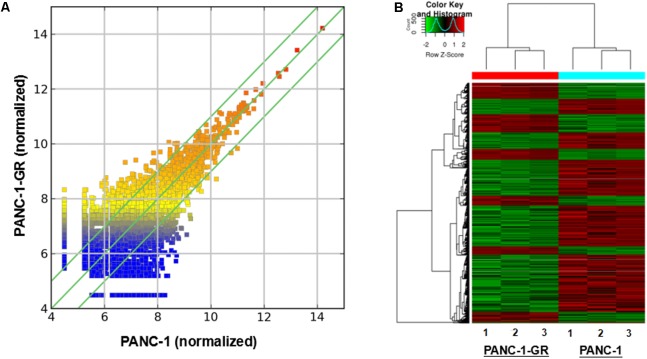
circRNA expression profile of PANC-1-GR cells versus parental PANC-1 cells. **(A)** The scatter plot shows the circRNA expression variation between the parental PANC-1 and PANC-1-GR cell lines. The values of X and Y axes in the scatter plot are the averaged normalized signal values of groups of samples (log2 scaled). The green lines are fold change lines. The circRNAs above the top green line and below the bottom green line indicated more than 1.5-fold change of circRNAs between the two groups of samples. **(B)** Clustered heatmap of the differentially expressed circRNAs in three paired PANC-1 and PANC-1-GR cell lines. Rows represent circRNAs while columns represent cell lines. The circRNAs were classified according to the Pearson correlation.

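The circles read by library here were chosen among called ones whose lines did not overlap. They therefore do not show the spread of all called circles. Among those left out, hsa_circ_0002076 of SEPT10 had 1, 6 and 0 reads in PANC-1 and 8, 4 and 10 in PANC-1-GR. The CAMSAP1 circle had 23, 22 and 22 reads in the PANC-1 libraries and 15, 7 and 9 in the PANC-1-GR libraries. For the FCHO2 circle the reads were 3, 2 and 2 in PANC-1 and 12, 8 and 7 in PANC-1-GR. The IGF1R circle had 10, 1 and 4 reads in PANC-1 against 16, 8 and 12 in PANC-1-GR, so that PANC-1 replicate 1 lay near the lowest PANC-1-GR library. The circle of VMP1, a membrane protein gene of autophagy, had 5, 4 and 4 reads in PANC-1 and 0, 0 and 3 in PANC-1-GR. The circle of HP1BP3, a heterochromatin-binding protein gene, had 6, 3 and 3 reads in PANC-1 and 0, 1 and 1 in PANC-1-GR.
Over the 969 tested circRNAs, log2 levels had a Pearson r of 0.512 to 0.560 between libraries of the same line (6 pairs) and of 0.482 to 0.571 between libraries of different lines (9 pairs). Spearman's rank correlation was 0.510 to 0.549 and 0.485 to 0.536. These correlations are across circRNAs, which are not independent replicates. The mean r within lines was 0.0124 above that between lines, more than in any other division of the 6 libraries into 3 and 3 (one-sided exact permutation test, p = 0.1, the smallest p that 10 divisions allow). In a principal component analysis the first component held 24.2% of the variance and the second 21.7%, and none of the 5 components placed the 3 libraries of one line apart from the 3 of the other. The 2 libraries with the fewest junction reads, PANC-1 replicate 3 and PANC-1-GR replicate 2, lay lowest on the second component.

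**Figure D2:**
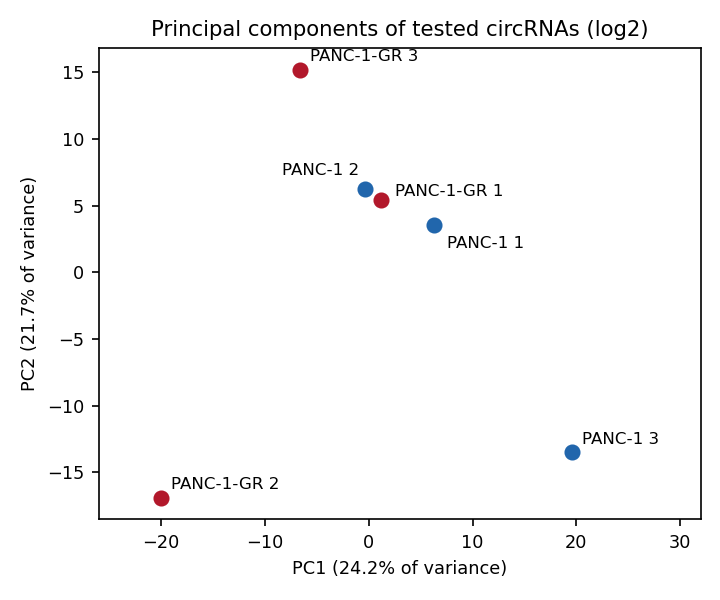
First (x axis) and second (y axis) principal component of log2 junction reads of 969 circRNAs, in arbitrary units, with PANC-1 libraries in blue and PANC-1-GR libraries in red, 1 point per library. The libraries of the lines are interleaved on both components, which hold 24.2% and 21.7% of the variance.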

### CircRNAs Gene Symbols and Pathway Analysis

Recent studies have shown that circRNAs are derived from the exons or introns of their parental genes and may regulate the expression of the parental genes (Lasda and Parker, 2014). Based on evaluation of the parental genes attribute in the biological process, cellular components and molecular functions and pathways, we conducted GO and pathway analysis for circRNAs to speculate their potential functions. The lower the *p* value was, the more significant the correlation was (*p* < 0.05 is recommended). We found that the most significantly enriched GO term in the biological process was the positive regulation of tolerance induction (GO:0002645, *P* = 0.0005) (**Figure 3A**); the most significantly enriched GO term in the cellular component was protein complex (GO:0043234, *P* = 0.0001) (**Figure 3B**); the most significantly enriched GO term in the molecular function was K63-linked polyubiquitin binding (GO:0070530, *P* = 0.0016) (**Figure 3C**). 

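The host genes of the called circles touched 7 of the 8 pathways of Figure 3D, mostly through circles that were lower in PANC-1-GR. In the ErbB and VEGF signaling pathways, regulation of actin cytoskeleton and axon guidance, a circle of PTK2, which encodes focal adhesion kinase, was among them. The PTK2 circle, hsa_circ_0002162 at chromosome 8 from 141856359 to 141874498 of hg19, had 4.22 ± 0.811 (SD, n = 3) junction reads per 10000 in PANC-1 and 1.39 ± 1.68 (SD, n = 3) in PANC-1-GR. In axon guidance, the circle of SEMA3C, a secreted semaphorin gene, was lower with a log2 fold change of -1.13 (standard error 0.53), and in choline metabolism in cancer that of DGKD, a diacylglycerol kinase gene, had 10 reads in PANC-1 and 1 in PANC-1-GR, a ratio of 0.0982 (95% Clopper-Pearson interval of counting error 0.00226 to 0.690). In RNA transport, the circle of UPF2, a factor of nonsense-mediated mRNA decay, was higher with a log2 fold change of 1.39 (standard error 0.61).
Host genes with a called circle were counted among the 686 host genes with a tested circle, of which 38 had a called one. They numbered 2 of 11 in the ErbB signaling pathway, 2 of 5 in the VEGF signaling pathway, 3 of 11 in regulation of actin cytoskeleton, 3 of 11 in axon guidance, 2 of 6 in choline metabolism in cancer, 1 of 6 in the prolactin signaling pathway, 1 of 13 in RNA transport and 0 of 8 in lysine degradation. In one-sided Fisher's exact tests, actin cytoskeleton and axon guidance had p = 0.0190 each, VEGF p = 0.0269, choline metabolism p = 0.0389 and ErbB p = 0.120. None of the 8 passed Benjamini-Hochberg adjustment of these Fisher's exact tests, with a smallest adjusted p of 0.0717. PTK2 stands in 4 of these lists, so the pathways are not independent of each other. No circRNA of any of the 8 lists passed edgeR's quasi-likelihood test when adjusted over the list alone. The pathways were chosen by the paper on these libraries, so their counts are not independent evidence, and the members used here were written from general knowledge and are not the KEGG release behind Figure 3D. With circRNAs in place of host genes as the unit, 0 of the 8 had p under 0.05 in Fisher's exact test. The same held with DESeq2, limma-voom or replicate number as a block, and without PANC-1 replicate 1 or any 1 of the PANC-1-GR replicates. Without PANC-1 replicate 2 there were 2. With prior count 2, which left 21 called circRNAs, 5 pathways had p under 0.05 in Fisher's exact test, and 2 passed Benjamini-Hochberg adjustment.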

Among the significantly related eight pathways, ErbB signaling pathway and VEGF signaling pathway were previously reported to be involved in the progression of PDAC (**Figure 3D**).

**FIGURE 3:**
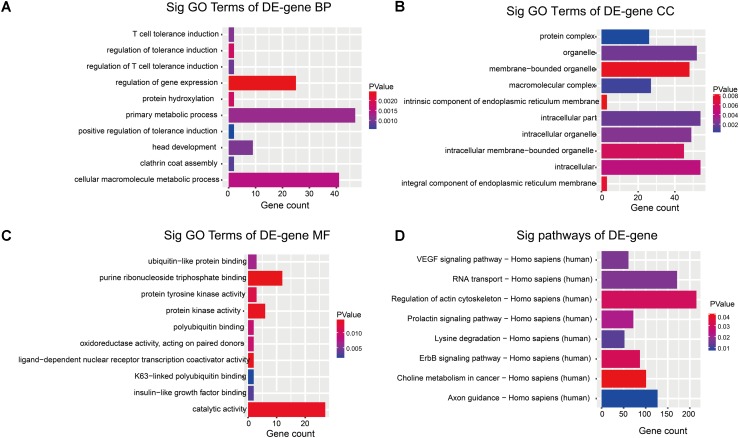
GO enrichment and pathway analysis for dysregulated circRNAs gene symbols. **(A)** Most significantly enriched GO [–log10 (*P* value)] terms of circRNAs gene symbols according to biological process. **(B)** Most significantly enriched [–log10 (*P* value)] GO terms of circRNAs gene symbols according to cellular component. **(C)** Most significantly enriched [–log10 (*P* value)] GO terms of circRNAs gene symbols according to molecular function. **(D)** The bar plot shows the top 10 enrichment score [–log10 (*P* value)] of the significantly enriched pathways.

### Quantitative PCR Validation in Cell Lines

To verify the sequencing results, the top 10 most differentially expressed circRNAs in PANC-1 and PANC-1-GR cells including seven up-regulated circRNAs (hsa_circ_0000522, hsa_circ_0070033, hsa_circ_0000943, chr1:169947226-170001116-, chr14:101402109-101464448+, chr4:52729603-52780244+, and chr6:29901995-29911250+) and three down-regulated circRNAs (hsa_circ_0070033, hsa_circ_0008161, and hsa_circ_0006355) (**Table 1**) were further confirmed by qRT-RCR. 

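In the junction counts, all 10 circRNAs of Table 1 differed between the lines in the direction that Table 1 gives, and 7 of them with an unadjusted p of at most 0.05 in edgeR's quasi-likelihood test with all 10 in the fit. The paper chose them on these libraries, so their direction and p are not independent evidence. The circle of ARHGAP35, which encodes a GTPase-activating protein, had the most reads, with 6, 5 and 3 in the PANC-1 libraries and 10, 11 and 13 in the PANC-1-GR libraries. Its log2 fold change was 1.23 (standard error 0.49, adjusted p = 0.930 from the edgeR quasi-likelihood test). The circle assigned to HLA-G, a nonclassical MHC class I gene, had 4, 4 and 0 reads in PANC-1 and 8, 6 and 8 in PANC-1-GR (log2 fold change 1.39, standard error 0.62), and its span of 9256 bp is longer than the 4159 bp annotated for HLA-G. The circle of KIFAP3, a kinesin adaptor gene, had 2 reads in PANC-1 and 13 in PANC-1-GR, a ratio of 6.38 (95% Clopper-Pearson interval of counting error 1.44 to 58.2). The circle listed antisense to SCRG1 had 0 reads in PANC-1 and 9 in PANC-1-GR, as 7, 2 and 0 by library (two-sided exact permutation test, p = 0.4). With 3 reads as the floor over the PANC-1 group this is 2.94-fold higher, and the 95% Clopper-Pearson lower bound of its ratio was 1.94. Of the circles that were lower, that of TMLHE, the first enzyme of carnitine synthesis, had 2, 4 and 2 reads in PANC-1 and 0 in PANC-1-GR. With 3 reads as the floor over the PANC-1-GR group this is 2.72-fold lower, and the 95% Clopper-Pearson upper bound of its ratio was 0.575. The circle of NUP54, a nuclear pore protein gene, had 9 reads in PANC-1 and 1 in PANC-1-GR, a ratio of 0.109 (0.00249 to 0.787). The circle of ASH1L, a histone methyltransferase gene, had 7 reads and 1, and that of SUPT16H, a subunit of the histone chaperone FACT, had 1 read in PANC-1 and 8 in PANC-1-GR, and neither passed an unadjusted p of 0.05 in the edgeR quasi-likelihood test.
The circle at chromosome 14 from 101402109 to 101464448 of hg19 spans 62340 bp on the plus strand of the imprinted DLK1-DIO3 region, in the cluster of SNORD113 and SNORD114 small nucleolar RNA genes, and has no circBase ID. It had 3, 0 and 0 reads in the PANC-1 libraries and 3, 0 and 9 in the PANC-1-GR libraries, a ratio of 3.93 (counting interval 1.06 to 21.7). Its unadjusted edgeR quasi-likelihood p lay at the threshold, 0.0507 with all 10 circRNAs of Table 1 in the fit and 0.0496 in the fit of the 969 circRNAs alone, which would make the count 8 in place of 7, and a two-sided exact permutation test of its levels gave p = 0.7. Its p was above 0.05 without PANC-1-GR replicate 3 (log2 fold change 0.45) and without PANC-1 replicate 2 (1.28) or 3 (1.38). The other 42 junctions inside the same interval had 288 reads in PANC-1 and 246 in PANC-1-GR, a ratio of 0.838 (counting interval 0.704 to 0.997). A two-sided exact permutation test of their summed levels gave p = 0.2. The circle at chromosome 4 from 52729603 to 52780244 lies on the plus strand in DCUN1D4, a gene of cullin neddylation, and also has no circBase ID. It had 2, 0 and 0 reads in PANC-1 and 8, 0 and 5 in PANC-1-GR, a ratio of 6.38 (counting interval 1.44 to 58.2), with an unadjusted edgeR p of 0.0152 and p = 0.4 in the exact permutation test. It no longer passed an unadjusted p of 0.05 when any of 4 single libraries was left out, PANC-1 replicate 2 (log2 fold change 1.90) or 3 (2.01) or PANC-1-GR replicate 1 (1.82) or 3 (2.28). PANC-1 replicate 1 holds all PANC-1 reads of both circles, so no fold is given without it. The other 6 junctions of DCUN1D4 had 154 reads in PANC-1 and 170 in PANC-1-GR, a ratio of 1.08 (counting interval 0.866 to 1.36), and hsa_circ_0007646, the most abundant of them, had 82 and 88. The junction from 52726709 to the end of the Table 1 circle had 1, 1 and 3 reads in PANC-1 and 0 in PANC-1-GR. The other 3 junctions of ARHGAP35 had 23 reads in PANC-1 and 14 in PANC-1-GR, a ratio of 0.597 (counting interval 0.284 to 1.21), the other 4 of NUP54 had 33 and 43, a ratio of 1.28 (0.794 to 2.08), and the other 12 of ASH1L had 67 and 57, a ratio of 0.835 (0.576 to 1.21).
Only the circles of ARHGAP35, SNORD114-1 and HLA-G had 3 reads in at least 3 libraries, and the other 7 were added to the fit. Of the circles of Table 1 past 0.05, that of ARHGAP35 stayed past it with each library left out, while those of HLA-G (without replicate 3 of either line), KIFAP3 (without PANC-1 replicate 2 or PANC-1-GR replicate 3), SCRG1 (without PANC-1-GR replicate 1), TMLHE (without PANC-1 replicate 2) and NUP54 (without PANC-1 replicate 1 or 3 or PANC-1-GR replicate 2 or 3) did not, with unadjusted edgeR quasi-likelihood p from 0.0658 to 0.321. With DESeq2, 2 of the 10 had p of at most 0.05 in the stated direction. The count was 3 with limma-voom, with replicate number as a block in edgeR, and without PANC-1-GR replicate 3. The paper names these as the most differentially expressed circRNAs of the sequencing comparison and states that they were taken to qRT-PCR to verify the sequencing.

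**Figure D3:**
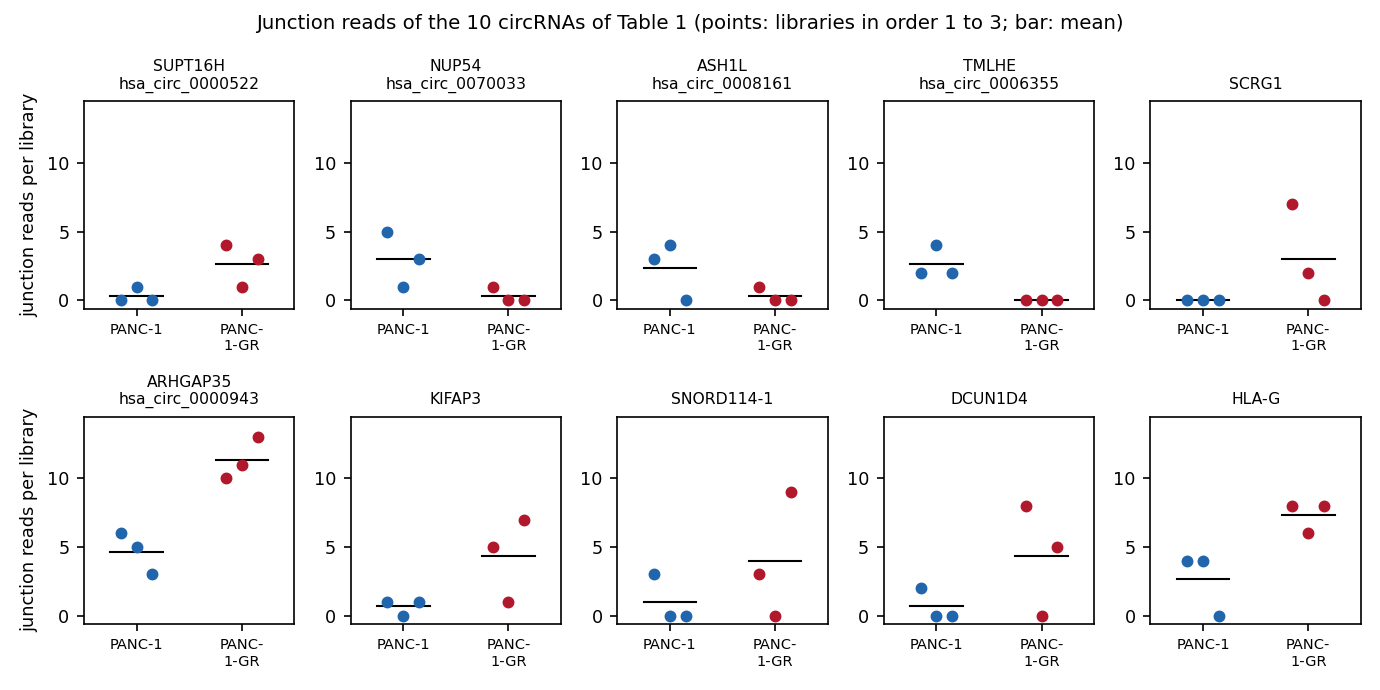
Junction reads per library of the 10 circRNAs of Table 1 in PANC-1 (blue) and PANC-1-GR (red); points are the 3 libraries of a line in order of their number from left to right, and the bar is their mean. The largest count is 13, for ARHGAP35, and the circles of SNORD114-1 and DCUN1D4 have 0 reads in PANC-1-GR replicate 2.

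**Figure D4:**
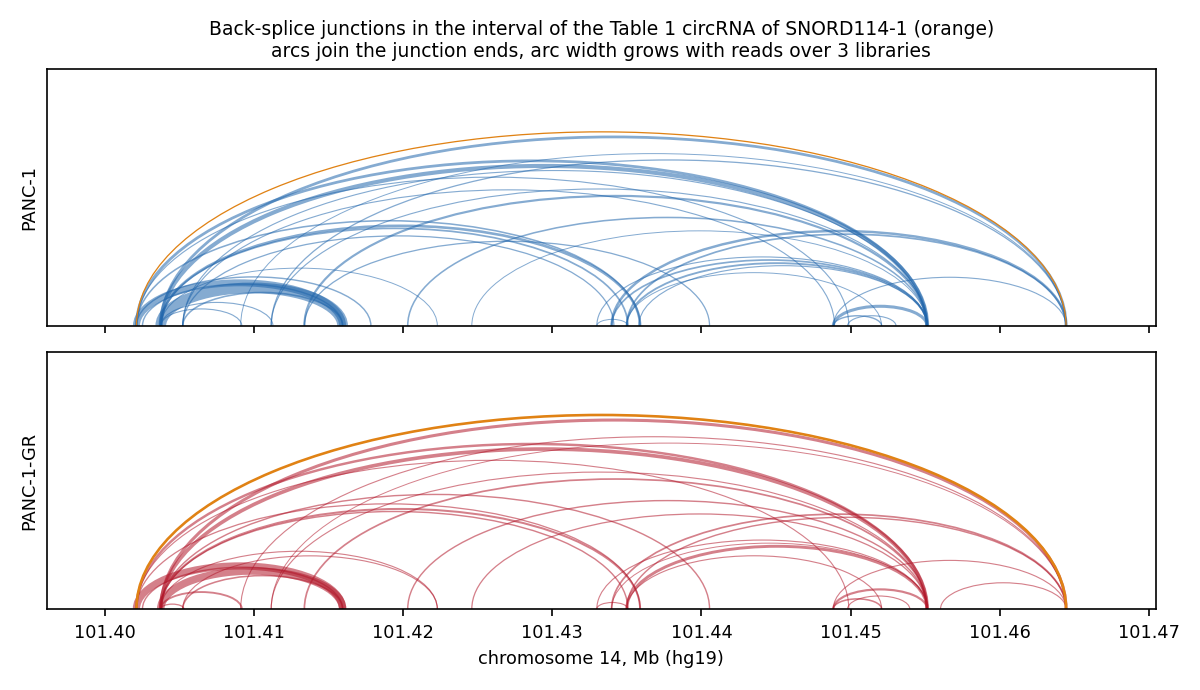
Back-splice junctions inside chromosome 14 from 101402109 to 101464448 (x axis, Mb of hg19), drawn as arcs that join the ends of each junction, in PANC-1 (top) and PANC-1-GR (bottom); arc width grows with the reads summed over 3 libraries, and the height of an arc follows its span. The circle of Table 1 (orange) has 3 reads in PANC-1 and 12 in PANC-1-GR, and the other 42 junctions have 288 and 246 in total.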

The qRT-PCR data showed that although the trend of expression patterns of these 10 circRNAs were consistent with the sequencing results, among these circRNAs, only two of them (chr14:101402109-101464448+, chr4:52729603-52780244+) were found to be the most significantly up-regulated in PANC-1-GR cell line (**Figure 4**).

**Table 1:** Top 10 most differentially expressed circRNAs between PANC-1 and PANC-1-GR.

circRNA	chrom	txStart	txEnd	Strand	CircBase ID	Gene Name	Regulation
1	chr14	21825356	21829372	-	hsa_circ_0000522	SUPT16H	Up
2	chr4	77045802	77065626	-	hsa_circ_0070033	NUP54	Down
3	chr1	15537793	155385714	-	hsa_circ_0008161	ASH1L	Down
4	chrX	154736558	154766779	-	hsa_circ_0006355	TMLHE	Down
5	chr4	174305801	174325101	+	Novel	SCRG1	Up
6	chr19	47421744	47440665	+	hsa_circ_0000943	ARHGAP35	Up
7	chr1	169947225	170001116	-	Novel	KIFAP3	Up
8	chr14	101402108	101464448	+	Novel	SNORD114-1	Up
9	chr4	52729602	52780244	+	Novel	DCUN1D4	Up
10	chr6	29901994	29911250	+	Novel	HLA-G	Up

**Table 2:** Primers used for qRT-PCR analysis of circular RNA and mRNA levels.

CircRNA Name	Primer sequences, 5^′^-3^′^	Tm (°C)	PS (bp)
hsa_circ_0000522	F: ACTTTGAGCGGGTCCAGTTT	61.05	195
	R: TCTGAAGGTTCAAGGCTGGT	59.84	
hsa_circ_0070033	F: GCCAAAATTGCACAATACAAGA	60.01	198
	R: TTGTGCCAAAACCAGTACCA	60	
hsa_circ_0008161	F: TTGGCTTAGTTGGATCCTCTG	59.32	198
	R: TTTTCCCTTGGGATGAGAGA	59.6	
hsa_circ_0006355	F: AGGCACCTGAGGAATTTGAA	59.67	195
	R: TCCTTTCTCCTGCCACATTC	60.2	
chr4:174305802-174325101+	F: GCTGTTTCACAGACACAAGCA	60.09	161
	R: CCCACGTTACTGAGCACAAA	59.76	
hsa_circ_0000943	F: GACAGAAACCAAAGCCCAAA	60.09	197
	R: TGGTCACTGTTCACCACCTC	59.55	
chr1:169947226-170001116-	F: ACCAGATGGTTTTCCACCAA	60.21	176
	R: CTTTGTTGCTTTCCTCATTGC	59.87	
chr14:101402109-101464448+	F: CAGGATGGGTAGACCAGAGC	59.68	182
	R: TACCCCACGGATCTAACTGC	59.96	
chr4:52729603-52780244+	F: TGGCATTTCTAGTCCCTTTTT	57.88	184
	R: TGCCAGTGTTGAGAGATGAGA	59.56	
chr6:29901995-29911250+	F: AAGGATTACATCGCCCTGAA	59.53	198
	R: GTCCCTGGTACAGGTGTGCT	60.03	
GAPDH	F: GGCCTCCAAGGAGTAAGACC	60.07	122
	R: AGGGGAGATTCAGTGTGGTG	59.96	

*Tm, melting temperature; PS, product size; bp, base pairs; F, Forward; R, Reverse*

**FIGURE 4:**
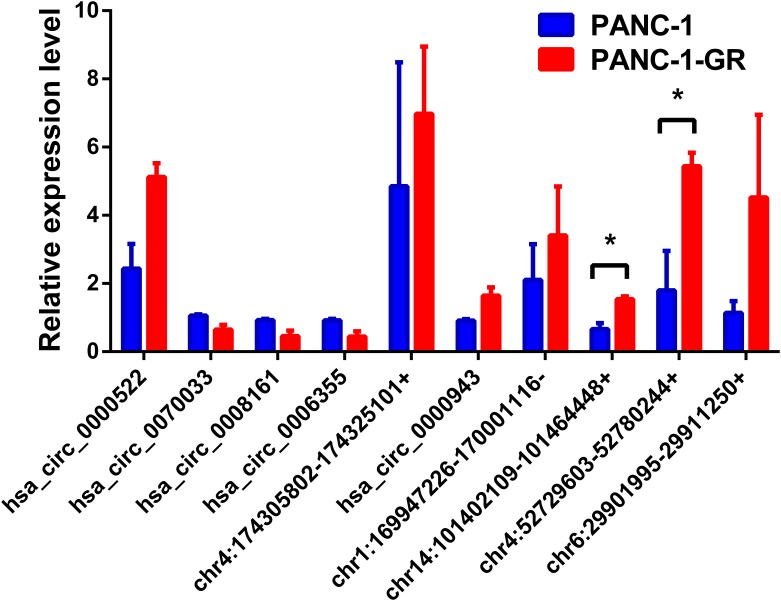
Validation of the top 10 dysregulated circRNAs by quantitative RT-PCR analysis. The top 10 most differentially expressed circRNAs were validated by qRT-PCR in PANC-1 and PANC-1-GR cell lines. The results are presented as mean ± SEM. ^∗^*p* < 0.05.

### Expression of circRNAs in Plasma of PDAC Patients

Subsequently, we verified the expression levels of these two most significant circRNAs (chr14:101402109-101464448+, chr4:52729603-52780244+) in plasma of PDAC patients who received Gemcitabine-based chemotherapy via qRT-PCR. In addition, hsa_circ_0008161, which was not significantly regulated as in qRT-PCR data, was used as a negative control. The Gemcitabine-treated PDAC patients were divided into responsive and non-responsive groups according to the effect of Gemcitabine treatment. The clinical characteristics of the patients were shown in **Table 3**. Consistent to RNA sequencing and qRT-PCR data from PANC-1-GR cells, chr14:101402109-101464448+ and chr4:52729603-52780244+ were found significantly up-regulated in non-responsive group (*p* < 0.001), while there was no significant difference in hsa_circ_0008161 (**Figure 5**).

**FIGURE 5:**
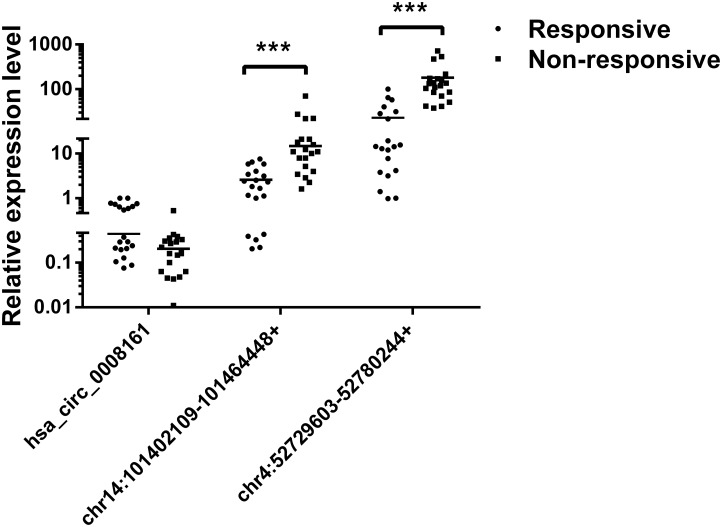
The expression levels of circRNAs in plasma of PDAC patients. PDAC patients who had received chemotherapy were divided into responsive and non-responsive groups according to the effect of Gemcitabine treatment. Plasma from these patients were collected and analyzed by qRT-PCR for three circRNAs, *n* = 20. Data are presented as fold changes of expression levels to GAPDH. ^∗∗∗^*p* < 0.001.

**Table 3:** Clinical characteristics of the patients.

Clinicopathologic factors	*n*	Responsive	Non-responsive	*P*-value
Age				0.519
<60 years	24	11	13	
≥60 years	16	9	7	
Sex				0.256
Male	31	14	17	
Female	9	6	3	
Tumor location				0.376
Head	34	18	16	
Body/tail	6	2	4	
Serum CA19-9				0.633
≤37 U/mL	5	3	2	
>37 U/mL	35	17	18	
Number of metastatic lesions				0.376
1	6	2	4	
≥2	34	18	16	
Karnofsky performance status score				0.248
100	7	4	3	
90	8	3	5	
80	19	10	9	
70	3	2	1	
50–60	3	1	2	

### Network of circRNAs and the Predicted Binding miRNAs

To better explore and understand the upstream and downstream miRNAs associated to the two circRNAs, we analyzed the potential binding miRNAs for the two circRNAs by sequence analysis with TargetScan. A tree diagram of circRNAs and their potential binding miRNAs is generated in **Figure 6A**. Based on circRNA/miRNA interaction network, chr14:101402109-101464448+ and chr4:52729603-52780244+ were predicted to be able to bind a spectrum of miRNAs with known functions, suggesting their potential roles in Gemcitabine resistance of PDAC. We selected three potential target miRNAs from the tree diagram, including miR-19a-3p, miR-138-5p, and miR-145-5p, which may bind both of the two circRNAs, and compare the expression of them between PANC-1 and PANC-1-GR cells. It was found that miR-19a-3p and miR-145-5p were down-regulated in PANC-1-GR cells, while miR-138-5p expression did not change significantly (**Figure 6B**). We also analyzed the miR-145-5p expression of plasma of PDAC patients who received gemcitabine treatment. It was found miR-145-5p was down-regulated in non-responsive group, compared with responsive group (**Figure 6C**).

**FIGURE 6:**
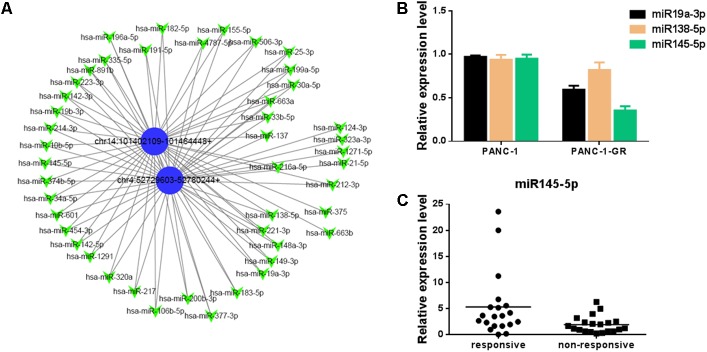
Network of circular RNAs and the predicted binding miRNAs. **(A)**The two circRNAs biomarkers were annotated in detail according to the circRNA/miRNA interaction information by Cytoscape. **(B)** miR19a-3p, miR138-5p and miR145-5p expression in PANC-1 and PANC-1-GR cells. **(C)** miR145-5p expression in plasma of PDAC patients who received gemcitabine treatment, including responsive and non-responsive groups.

### Silencing of circRNAs Enhances Gemcitabine Sensitivity of PANC-1-GR

To evaluate the functions of these two new circRNAs in Gemcitabine resistance, we applied small RNA interference (siRNAs) to silence the expression of chr14:101402109-101464448+ and chr4:52729603-52780244+ in PANC-1-GR cells. Two siRNAs were designed to target the backsplice sequence of each circRNA, respectively. A non-specific control siRNA sequence was also used as the negative control. After transfection, siRNA1 of chr14:101402109-101464448+ and siRNA2 of chr4:52729603-52780244+, dramatically inhibited the expression of chr14:101402109-101464448+ and chr4:52729603-52780244+, respectively, in PANC-1-GR cells (**Figure 7A**), which were further used for transfection in cytotoxicity assay. It was demonstrated that after silencing of chr14:101402109-101464448+ or chr4:52729603-52780244+, PANC-1-GR cells restored sensitivity to Gemcitabine (**Figure 7B**). Annexin V staining apoptosis assay also demonstrated that siRNA group had more Annexin V positive apoptosis cells after cells were cultured with 0.1 ug/ml gemcitabine for 24 h (**Figure 7C**). These results suggested that the two circRNAs may serve as potential therapeutic targets for Gemcitabine resistance in PDAC.

**FIGURE 7:**
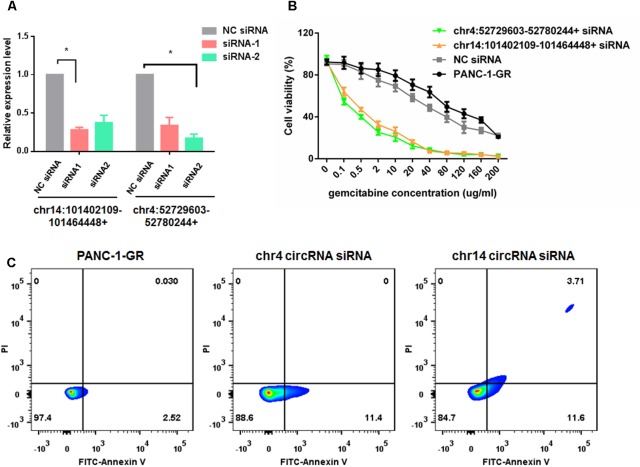
Silencing of circRNAs enhances Gemcitabine sensitivity of PANC-1-GR cell lines. **(A)** qRT-PCR analysis of circRNA expression level after siRNAs transfection. NC siRNA: negative control siRNA. **(B)** Cell viability of PANC-1-GR cells after transfection with siRNAs. Cells were incubated with different concentrations of Gemcitabine for 72 h and then cell viability was determined by MTT assay. ^∗^*p* < 0.05. **(C)** Annexin V-FITC staining assay was performed for PANC-1-GR cells and siRNA tranfected PANC-1-GR cells.

### Overexpression of circRNAs Enhances Gemcitabine Resistance of PANC-1 and MIA PACA-2 Cells

We also overexpressed the circRNAs in parental PANC-1 and MIA PACA-2 cells. pCD-ciR plasmids was used to carry the circular framework of chr14:101402109-101464448+ and chr4:52729603-52780244+. After transfection and over-expression of chr14:101402109-101464448+ and chr4:52729603-52780244+ in PANC-1 cells, PANC-1 cells showed more resistant to gemcitabine, with less Annexin V positive cells after 0.1 ug/ml gemcitabine treatment for 24 h (**Figure 8A** and Supplementary Figure S2). The same result can be observed in MIA PACA-2 cells, when tranfected with chr14:101402109-101464448+ circular framework (**Figure 8B** and Supplementary Figure S2). However, only overexpression of chr14:101402109-101464448+ was able to exert some resistant phenotype to Gemcitabine in MIA PACa-2 while chr4:52729603-52780244+ was not. The downstream regulatory function of chr4:52729603-52780244+ may be compensated or antagonized by other regulatory mechanisms in MIA PACA-2 cells. We also analyzed miR-145 expression in parental PANC-1 and MIA PACA-2 cells when they overexpressed chr4:52729603-52780244+ and chr14:101402109-101464448+. It was found that miR-145 expression decreased to different extents, when chr4:52729603-52780244+ and chr14:101402109-101464448+ overexpressed in parental PANC-1 and MIA PACA-2 cells. (Supplementary Figure S3) It further suggests that miR145 may be involved in gemcitabine resistance by circRNA-miRNA interaction.

**FIGURE 8:**
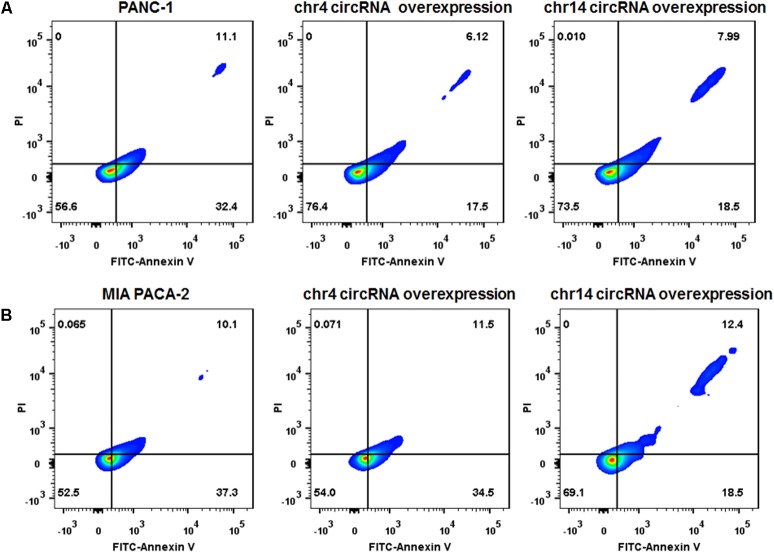
Over-expression of circRNAs enhances Gemcitabine resistance of PANC-1 and MIA PACA-2 cells. **(A)** Annexin V-FITC staining assay was performed for PANC-1 cells, chr4 circRNA and chr14 circRNA tranfected PANC-1 cells. Cells were incubated with 0.1 ug/ml of Gemcitabine for 24 h. **(B)** Annexin V-FITC staining assay was performed for MIA PACA-2 cells, chr4 circRNA tranfected and chr14 circRNA tranfected MIA PACA-2 cells. Cells were incubated with 0.1 ug/ml of Gemcitabine for 24 h.

## Discussion

In this study, we developed Gemcitabine resistant pancreatic cancer cell line PANC-1-GR as a research tool to investigate Gemcitabine resistance. Subsequently, we compared the differences of circRNAs expression profile between PANC-1 and PANC-1-GR cell lines using RNA sequencing analysis. From the sequencing data, it was found that there were 68 up-regulated circRNAs and 58 down-regulated circRNAs which are possibly related to Gemcitabine resistance in PANC-1-GR. Upon validating the top 10 dys-regulated circRNAs using qRT-PCR in these cell lines, it is interesting to see that RNA sequencing data was quite consistent with qRT-PCR and combining both, we were able to identify two most distinctly expressed circRNAs from PANC-1-GR cells when compared to PANC-1 cells. It is even more exciting to confirm that these two markers are also consistently found to be highly expressed in the plasma from Gemcitabine non-responsive PDAC patients but not in Gemcitabine responsive ones. Our study demonstrated that the two circRNAs may be functionally involved in generating Gemcitabine resistance as the silencing of them can restore the sensitivity of PANC-1-GR cells to Gemcitabine.

Besides, GO and pathway analysis of circRNAs patent genes were investigated. GO enrichment analysis revealed that some gene symbols were involved in the regulation of biological process, cellular component and molecular function. Among the GO terms found in this study, “primary metabolic process” and “insulin-like growth factor binding” may play important roles in the drug resistance of PANC-1 cells via drug metabolic or cell proliferation pathway (Ireland et al., 2016; Chen et al., 2017c). Meanwhile, “ErbB signaling pathway” has been reported to be involved in Gemcitabine resistance of pancreatic cancer (Skrypek et al., 2015) and “VEGF signaling pathway” has been reported to be involved in the progression of pancreatic cancer, which may contribute to cell drug resistance (Zhou et al., 2016; Zhu et al., 2016). These findings indicated that inaddition to the two biomarkers identified in this study, there could be more circRNAs involved in the Gemcitabine resistance of PANC-1-GR cells. Recent studies have demonstrated that circRNAs could regulate gene expression as miRNA sponges or potent competitive endogenous RNA (ceRNA) molecules (Qu et al., 2017). Given that miRNAs play important roles in the Gemcitabine resistance of pancreatic cancer (Amponsah et al., 2017; Chaudhary et al., 2017; Xiong et al., 2017), some circRNAs could likely be involved in Gemcitabine resistance via interacting with miRNAs. We found that the majority of circRNAs contained one or more miRNA binding sites based on the sequences analysis. Since we identify the two circRNAs markers in this study, preparing more information about miRNA networks of these two circRNAs is meaningful as it may lead to a better understanding of their upstream and downstream miRNA targets which could serve as potential markers and drug targets. The association of miRNAs with PDAC indicated that circRNAs may have a regulatory role in PDAC. For example, among the founded potential circRNA/miRNA interactions, chr4:52729603-52780244+ is potentially able to bind miR124-3p, which has been reported playing a critical role in Gemcitabine resistance of pancreatic cancer (Li et al., 2016). MiR-145, which may bind to both chr14:101402109-101464448+ and chr4:52729603-52780244+, was also known to be associated with the resistance of pancreatic cancer cells to Gemcitabine (Zhuang et al., 2017). It was found that MiR-145-5p was down-regulated in both PANC-1-GR cells and plasma of non-responsive patients. Certainly, future studies are required to clarify the underlying mechanism of these circRNAs-miRNA interactions in Gemcitabine resistance of pancreatic cancer.

In conclusion, our study provides a new research tool, PANC-1-GR cell line and based on this tool, new insights into Gemcitabine resistance in pancreatic cancer treatment by identifying two novel circRNAs biomarkers and drug targets. Future investigation should be followed up focusing on the exploration of underlying mechanism of the two circRNAs and their associated networks. We hope this work would help to accelerate the development of novel therapeutic strategies targeting Gemcitabine-based chemotherapy of PDAC patients.

## Author Contributions

FS and MH carried out the experiments and drafted the initial manuscript. FM contributed to the literature search and bioinformatic analysis. QH reviewed the statistics and contributed to critical revisions. All authors reviewed and approved the final manuscript as submitted.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110580

2 https://david.ncifcrf.gov/

# Supplementary material for: Circular RNA Signature Predicts Gemcitabine Resistance of Pancreatic Ductal Adenocarcinoma
**Source:** Front Pharmacol. 2018 Jun 5;9:584. doi: 10.3389/fphar.2018.00584
**Supplement:** Supplementary file 1

Supplementary Material

Circular RNA signature predicts Gemcitabine resistance of pancreatic ductal adenocarcinoma

Feng Shao*, Mei Huang*, Futao Meng, Qiang Huang

1.1 Supplementary Figures

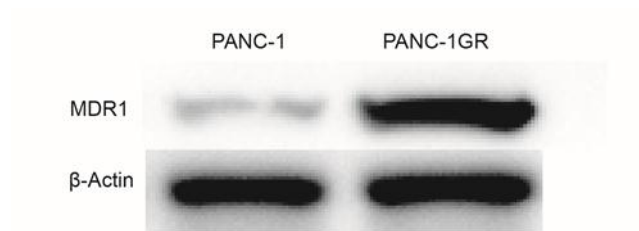

Supplementary Figure 1. Western blot analysis of MDR1 expression in PANC-1 and PANC-1-GR cells.

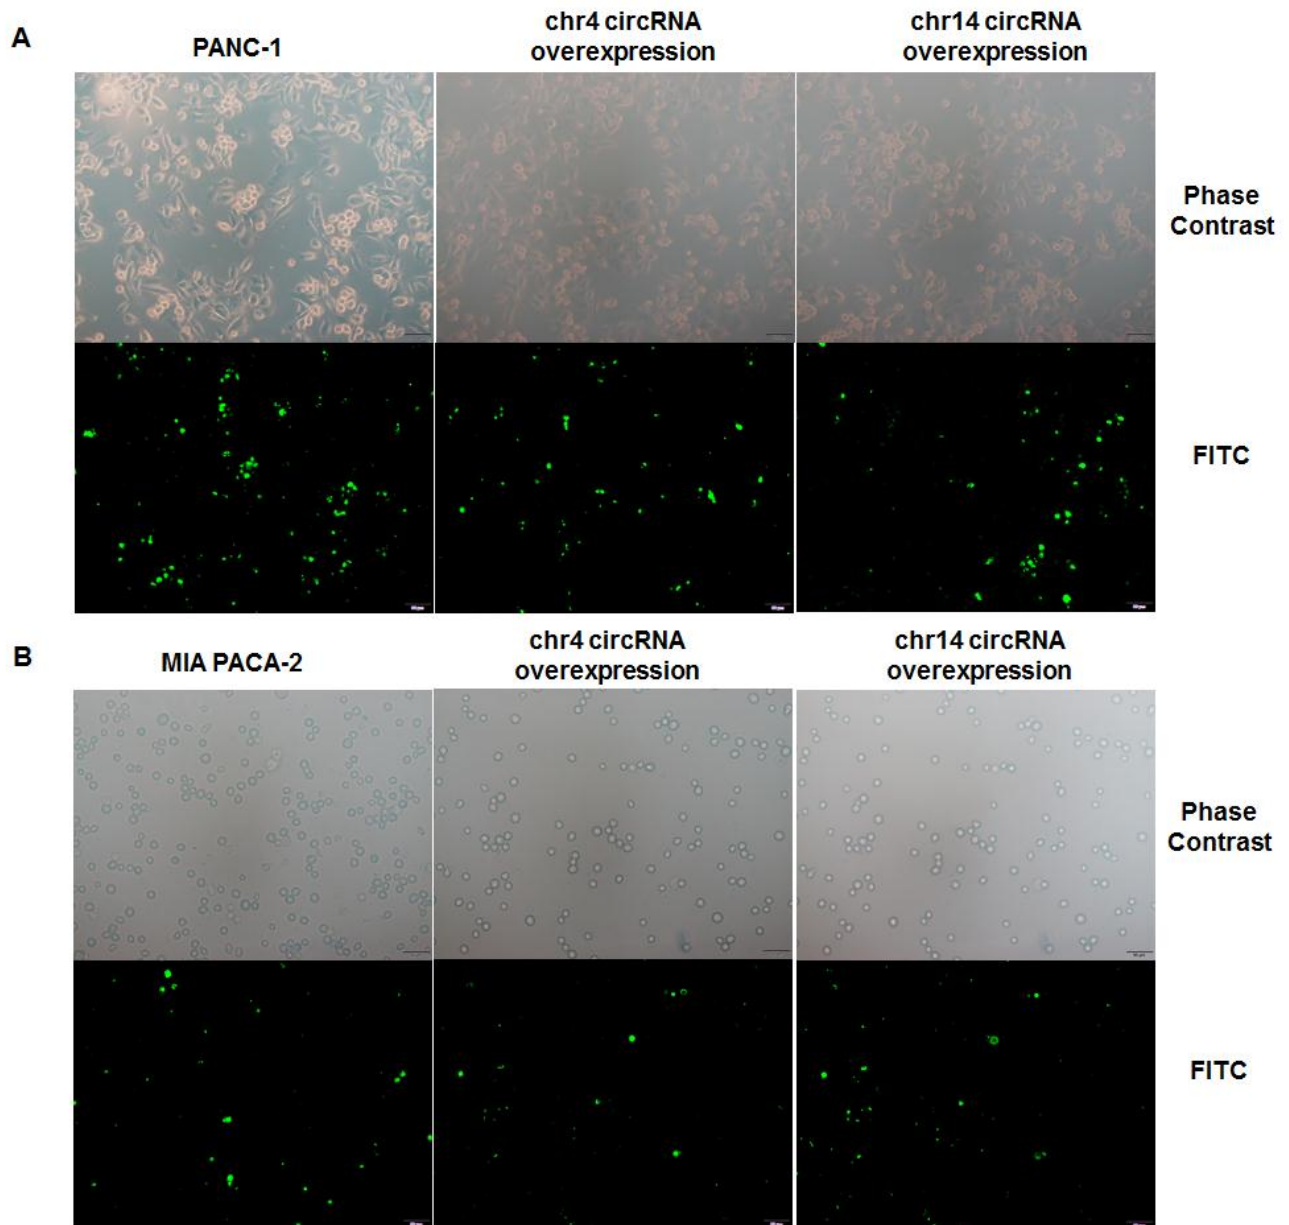

Supplementary Figure 2. TUNEL analysis of PANC-1 and MIA PACA-2 cells. (A) PANC-1 cells were transfected with circular framework of chr14:101402109-101464448+ and chr4:52729603-52780244+. (B) MIA PACA-2 cells were transfected with circular framework of chr14:101402109-101464448+ and chr4:52729603-52780244+.

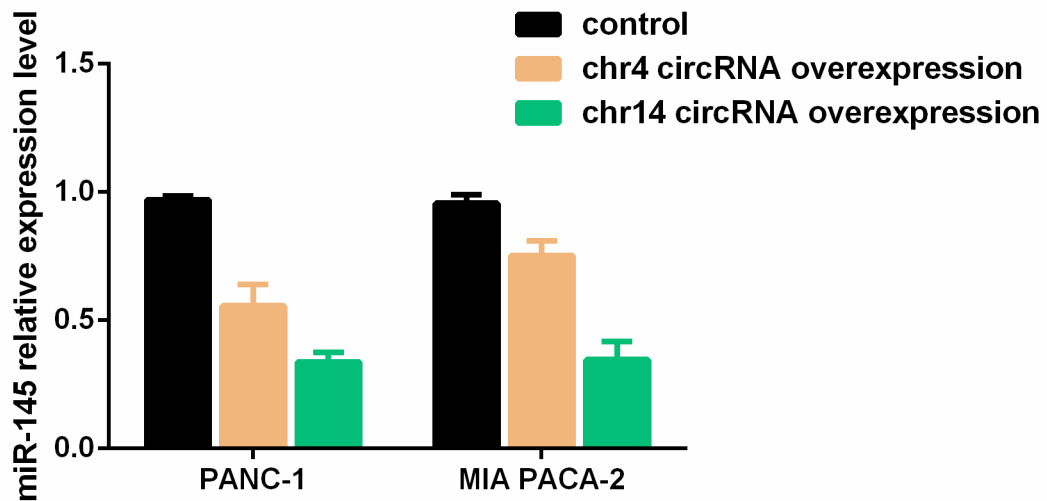

Supplementary Figure 3. Quantitative PCR analysis of miR-145 expression in PANC-1 and MIA PACA-2 cells after overexpression of circRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

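Circular RNAs were measured by RNA sequencing in 6 libraries, 3 of the pancreatic cancer cell line PANC-1 and 3 of its Gemcitabine resistant derivative PANC-1-GR, with lines and replicate numbers taken from the sample labels. The authors deposited counts of back-splice junction reads for each circRNA and library, with the circBase ID, host gene, category and hg19 coordinates of each junction, and beside them log2 CPM values made with edgeR, whose version is not given in the sources used here. The submitters' processing notes name CASAVA 1.8, BWA and the build hg19, without saying what each was used for. The program that called the junctions, the read length and the total number of sequenced reads are not given in the sources used here, so depth is given as junction reads only. The deposited table lists circRNAs with at least 2 reads in at least 1 library and spans from 150 to 99910 bp. Linear mRNA levels were not analysed here, so a change in a circle cannot be set against its host gene.

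The counts as deposited were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (two-sided, TMM factors of 0.978 to 1.06, the total of all listed junction reads as library size, prior count 0.125), without a replicate block. The test covered the 969 circRNAs with at least 3 reads in at least 3 of the 6 libraries. A circRNA was called at a fold change of at least 2 and an unadjusted p of at most 0.05, the threshold of the paper's Results, and counts at a fold change of 1.5, the threshold of its Methods, and at a Benjamini-Hochberg adjusted p under 0.05 are given too. The 10 circRNAs of Table 1 were matched by circBase ID where Table 1 gives one and otherwise by coordinates. The 7 of them that the filter leaves out were added in a separate fit. The count of Table 1 circRNAs past p 0.05 comes from that fit, and values of the 3 that pass the filter come from the fit of the 969. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Levels are junction reads per 10000 junction reads of the library, as mean ± SD over 3 libraries. Ratios of reads summed over a line carry 95% Clopper-Pearson intervals, and these cover counting error only, since reads without molecular identifiers are not independent molecules. A fold against a line with 0 reads takes 3 reads over the line as its floor and leaves out the counting error of the other line.

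Choices of test, filter, gene lists, alternatives and of the circles to be named were made before the data were examined. Named were the 10 circRNAs of Table 1, whose direction the paper gives, the 10 circles with the smallest p in each direction among those called whose lines do not overlap, 14 circles known from other cells, up to 4 circles with the smallest p of each gene list and up to 4 called circles of each pathway, of which 1 is not reported here. Host gene lists were written for Gemcitabine transport and metabolism, ABC transporters, DNA damage response and repair, cell cycle and DNA replication, epithelial-mesenchymal transition and TGF-beta, circRNA biogenesis factors, MHC class I and the DLK1-DIO3 region, and for markers of fibroblasts, blood cells, endothelium, and acinar and endocrine pancreas. Lists with at least 5 tested circles, and chromosomes with at least 20, were tested with camera of limma 3.58.1 (inter-gene correlation 0.01, and again with an estimated correlation). The 8 pathways of Figure 3D were tested on host genes with a one-sided Fisher's exact test. The gene ontology terms of the paper were not analysed here. Alternatives were RLE factors or library totals alone, the exact test of edgeR, DESeq2 1.42.0, limma-voom, no filter, at least 10 reads in 3 libraries, a replicate block, a prior count of 2, and each replicate left out in turn, with the 969 circRNAs of the filter kept. The edgeR exact test with no filter, limma on the log2 values of the authors, and junction reads summed per host gene were added after the data were seen. Coordinates come from the deposited table, and GENCODE release 29 was used only for gene lengths and for matching the primers of Table 2 to transcripts.

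The tests were tried on simulated counts with the means and library sizes of the 6 libraries, with 200 circRNAs changed, in 5 simulations. All circRNAs were given the same dispersion, the common one of the tested circRNAs. A spread that differs from circle to circle was not simulated, so the shares below may not hold for such circles. With the main settings, 36.0% of the circRNAs changed 2-fold and 88.3% of those changed 4-fold were called at the fold and unadjusted p above, and 15.9% and 63.9% at an adjusted p under 0.05 in the edgeR quasi-likelihood test, while 3.12% of unchanged ones were called at the unadjusted threshold. With DESeq2 22.0% and 74.7% were called, with limma-voom 32.4% and 82.3%, and with the edgeR exact test 33.1% and 86.7%. With no filter 32.8% and 83.6% were called. The changed circRNAs were drawn from those that pass the filter in this run too. These shares therefore do not cover the circles with fewer reads. Of 5 simulated lists of 11 circRNAs shifted 1.5-fold, camera found 4 at an unadjusted p under 0.05, and 0 of 5 lists that were not shifted. The 969 circRNAs had a common biological coefficient of variation of 0.162. No 2 libraries differed by less than the sampling noise, with a chi-square per degree of freedom of 1.23 to 1.49 over all 15 pairs, so each counts as a library of its own.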

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

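The tests on MHC class I and on the share of sense overlapping junctions were chosen only after the results were seen, as were the sum of junction reads per host gene and the division by circle of the test of reads over replicates, which had been set for both circles together; the tests of FNDC3A and of the neighbourhood of FNDC3B were fixed before their own results were seen.

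Junctions of MHC class I genes other than the circle of Table 1 had more reads in PANC-1-GR, but the 2 of them that were tested, both of HLA-C, did not pass an unadjusted p of 0.05. The 5 others, assigned to HLA-G, HLA-C, MICA and TAPBP, had 28 reads in PANC-1 and 57 in PANC-1-GR, a ratio of 2.00 (95% counting interval 1.25 to 3.26, for counting error only) and p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow. A surplus of long joined reads in PANC-1-GR would raise other long junctions too, but those over 50000 bp outside MHC class I held a share 1.06 times that of PANC-1 (0.997 to 1.12), below the 1.5 that this needs. Reads shared between near-identical HLA genes cannot be told apart from circles: the shortest of the 3 tested junctions, that of Table 1 included, spans 9256 bp, longer than the annotated HLA-C (3382 bp) and HLA-G (4159 bp), but HLA-B is annotated at 87698 bp. Expression of MHC class I genes that differs between the lines stays open and was not tested, since linear RNA was not analysed here.

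Both circles that the paper follows up, of SNORD114-1 and DCUN1D4, had 0 reads in PANC-1-GR replicate 2. The PANC-1-GR libraries had 3, 0 and 9 reads of that of SNORD114-1 (exact multinomial test, adjusted p = 0.0389 over 9 circRNAs of Table 1) and 8, 0 and 5 of that of DCUN1D4 (adjusted p = 0.146), and among 363 circRNAs with 10 to 16 reads in PANC-1-GR, 9.09% had an unadjusted p under 0.05 in this test and 6.06% had a replicate with 0 reads. Counting noise and a difference between libraries cannot be told apart for either circle, since this test sets single libraries against counting noise. A loss of sense overlapping junctions, the category of both circles, in the whole of replicate 2 is argued against by their share there, which was 0.940 times that in the other PANC-1-GR libraries (0.861 to 1.03). A difference between cultures also stays open and was not tested.

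Junction reads summed over the 18 junctions of FNDC3B, a membrane protein gene with fibronectin type III domains, were higher in PANC-1-GR, with 31, 44 and 30 reads in PANC-1 and 75, 52 and 68 in PANC-1-GR (log2 fold change 0.89, standard error 0.20). This was the only 1 of 1093 host genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test of summed reads (0.0123; 0.00348 to 0.0224 in the other settings over all libraries apart from 0.178 in DESeq2), and the adjusted p was 0.425, 0.693, 0.138 and 0.181 without PANC-1 replicate 1 or 3 or PANC-1-GR replicate 1 or 3, with log2 fold changes of 0.75, 0.88, 0.88 and 0.84 (standard errors 0.22 to 0.23). Reads listed for its paralog FNDC3A in PANC-1 were too few to be the source, with 2 against 90 gained by FNDC3B. Reads of FNDC3A placed under FNDC3B in both lines cannot be excluded this way, since they would not be listed for FNDC3A. The 46 junctions of 16 other host genes within 10000000 bp had a ratio of 1.03 (0.798 to 1.34), which argues against a gained segment of that size. Of the 18 junctions 15 had more reads in PANC-1-GR and 1 had fewer, and the 2 that gained most went from 14 to 31 and from 11 to 28 reads. It may be biological, as a hypothesis only, since a gain of the gene alone, its transcription and its back-splicing were not told apart, and in other divisions of the 6 libraries 0 host genes passed (1 of 10 divisions gave as many, too few divisions for a share under 0.05).

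The KCNMA1 circle hsa_circ_0008766 had 3, 3 and 4 reads in the PANC-1-GR libraries, 10 in all, and 0 in every PANC-1 library. The paper does not report this signal. Of the 969 circles it was the only one with reads in every library of one line and none in the other. The filter lets only circles with at least 3 reads in each such library show this, and other divisions of the libraries gave 0 or 1 such circles. Below the filter, the TMLHE circle had 2, 4 and 2 reads in PANC-1 and 0 in PANC-1-GR. An FNDC3B junction below the filter had 0 reads in PANC-1 and 1, 1 and 2 in PANC-1-GR. A DCUN1D4 junction below it had 1, 1 and 3 reads in PANC-1, and a SNORD114-1 junction 1, 2 and 1, both with 0 in PANC-1-GR. These are examples only.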

How the results depend on the processing

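The edgeR exact test with no filter, limma on the authors' log2 values with no filter, and host gene sums were chosen after the data were seen. Depth limits what can be tested, since 56.2% of the circRNAs hold 2 to 4 reads in all. Counts of calls kept within 1.5 times under RLE factors, library totals alone, the edgeR exact test (24 higher and 14 lower) and limma-voom (19 and 14). The higher and lower counts, 27 and 14 as reported, were 9 and 5 with DESeq2, 72 and 52 with no filter, 3 and 3 with at least 10 reads in 3 libraries (fewer circRNAs tested), 12 and 9 with prior count 2 (folds pulled toward 0), 44 and 31 with the exact test and no filter, 74 and 70 with limma on the authors' values, and 17 and 23 on host gene sums, where 1 host gene was higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At fold 1.5, 48 as reported became 14 with DESeq2, 13 with at least 10 reads, 137 with no filter, 82 with the exact test and no filter, and 151 with limma on the authors' values. With each replicate left out in turn, the higher count ran from 22 to 35, the lower from 9 to 24 (22 and 24 without PANC-1-GR replicate 1), the count at fold 1.5 from 41 to 53, and counts at an adjusted p under 0.05 (edgeR) stayed at 0. The number of circRNAs detected per library, lower by 12.3 in PANC-1-GR on average, ran from -242.7 to 185.3.

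The Table 1 circRNAs past p 0.05 numbered 7 as reported (8 with the fit of the filtered set for SNORD114-1), 2 with DESeq2, 3 with limma-voom, 4 with at least 10 reads in 3 libraries and 3 to 7 with a replicate left out, 3 without PANC-1-GR replicate 3. The circle of SNORD114-1 had p above 0.05 in 9 of 17 alternatives, among them without PANC-1 replicate 2 (0.206) or 3 (0.173) and without PANC-1-GR replicate 3 (0.797). That of DCUN1D4 also had p above 0.05 in 9 of 17, among them without PANC-1 replicate 2 (0.0802) or 3 (0.0579) and without PANC-1-GR replicate 1 (0.231) or 3 (0.0680). The pathways with p under 0.05, 4 as reported, were 0 with DESeq2, limma-voom, at least 10 reads, circRNAs as the unit, and the exact test with no filter, 2 with limma on the authors' values, and 0 to 3 with a replicate left out. With prior count 2 they were 5, and 2 of these passed Benjamini-Hochberg adjustment of Fisher's exact test, while 0 had passed as reported. The gene lists shifted at an adjusted p under 0.05, 0 of 4 as reported with camera of limma, were 1 with DESeq2 and 1 with the exact test (DNA damage response and repair in both), and 0 to 2 with a replicate left out (that list without PANC-1 replicate 2 or 3 or PANC-1-GR replicate 2, and circRNA biogenesis factors without the last). With no filter 8 lists had the 5 circles needed, and MHC class I, which had 3 tested circles and was not among the 4, was the 1 list shifted, as in the exact test with no filter (1) and with limma on the authors' values (1), while with at least 10 reads in 3 libraries no list had enough circles; 0 chromosomes were shifted in any setting. The odds ratio of having no circBase ID among called circRNAs, 2.18 as reported, reversed to 0.568 with DESeq2, 0.736 with limma-voom, 0.577 with no filter, 0.499 with the exact test and no filter and 0.452 with limma on the authors' values; it was 2.38 with prior count 2 and no longer past p 0.05, and 0.950 to 2.81 with a replicate left out (0.950 without PANC-1-GR replicate 3). The cause of these shifts was not tested except where the setting itself gives it.

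With a replicate block, 21 circRNAs were higher and 7 lower, 3 of Table 1 and 0 pathways passed p 0.05, and the odds ratio was 1.64; the block changed no other count's call. The legend of Figure 2 calls the libraries paired, but same-numbered libraries deviated from their line means with correlations of only 0.0166, 0.00484 and 0.0105, so the numbers were not taken as pairs, and PANC-1 replicate 2 and PANC-1-GR replicates 2 and 3 each correlated better with another number. Of the 63 named circRNAs, 29 had p of at most 0.05. Of these, 0 changed sign in any alternative, 7 were past 0.05 in all of them and 27 in at least as many as not. The 29 were picked on these same libraries, here or by the paper, and the alternatives refit the same reads. A kept sign is therefore not independent evidence. The alternatives written for a table of normalized values only (other pseudocounts, quantile normalization) were not run, because the table holds counts.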

Differences from the paper's values

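At the paper's stated thresholds of fold change at least 2.0 and p at most 0.05, the paper reports 126 circRNAs, 68 higher and 58 lower in PANC-1-GR. The edgeR quasi-likelihood test with the filter of 3 reads in 3 libraries gave 41, 27 higher and 14 lower. Of the alternatives set before the data were examined, the fit with no filter gave 124, 72 higher and 52 lower, which is within 1.5 times of the paper's 126, 68 and 58. The counts differed by more than that under RLE factors, library totals alone, the edgeR exact test, DESeq2, limma-voom, at least 10 reads in 3 libraries, the replicate block, prior count 2, and each replicate left out. Of the 124 calls without a filter, 40 were also kept by the filter and 84 had fewer reads, with a median of 7 reads over all libraries. The edgeR exact test with no filter, chosen after seeing the values, gave 75, 44 higher and 31 lower, which is not within 1.5 times of the paper's. Limma on the authors' log2 values, also chosen after seeing the values, gave 144, 74 higher and 70 lower, within 1.5 times of the paper's, but it left 4 of the 10 circRNAs of Table 1 above p 0.05, those of SNORD114-1, DCUN1D4, SCRG1 and ASH1L.

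The paper places 10 circRNAs in Table 1 as the most differentially expressed, and all 10 had the stated direction here. They were chosen on these libraries, so this is not independent evidence. For SUPT16H and ASH1L the unadjusted edgeR quasi-likelihood p was above 0.05 (0.0859 and 0.122), and for SNORD114-1 it was 0.0507 or 0.0496, with or without the 7 circRNAs that the filter leaves out. SUPT16H passed 0.05 in the edgeR exact test, without PANC-1 replicate 2, and with limma on the authors' values, which was chosen after seeing the values, and ASH1L passed it without PANC-1 replicate 3. By p the circles of CAMSAP1, DCLK2 and FCHO2 ranked first here, and these are not in Table 1. The edgeR exact test, one of the alternatives set before the data were examined, gave 9 of 10 past p 0.05, library totals alone gave 8, and the paper does not state whether its ranking used p or fold.

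The text lists the NUP54 circle among both directions; its reads, 9 in PANC-1 and 1 in PANC-1-GR, go with the direction of Table 1. The start of the ASH1L circle in Table 1 lacks a digit against the deposited table, which gives 155377933. The paper gives a fold threshold of 1.5 in its Methods and 2.0 in its Results; at 1.5 the count here was 48.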

Other observations

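The test of the depth groups and the search for the primers were chosen after results were seen.

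Of 14 circles well known from other cells, 8 were tested, 4 had too few reads (those of SMARCA5, SHPRH, CCDC66 and SLC8A1) and 2 were not listed (those of CDR1 and ITCH). None of the 8 had p of at most 0.05 in edgeR's quasi-likelihood test, its exact test, DESeq2 or limma-voom. The circle of ZNF609, which is known for a coding frame in its circular exon, had the largest log2 fold change, 0.72 (standard error 0.41), and it passed an unadjusted p of 0.05 with no filter and without PANC-1-GR replicate 1 (two-sided exact permutation test over all libraries, p = 0.3). The circle of FBXW7, a ubiquitin ligase substrate receptor, had 15.2 ± 5.80 (SD, n = 3) junction reads per 10000 in PANC-1 and 15.5 ± 3.68 (SD, n = 3) in PANC-1-GR. That of ZKSCAN1, a zinc finger gene, had 18.8 ± 6.32 (SD, n = 3) and 16.5 ± 3.10 (SD, n = 3), and that of PVT1, a noncoding RNA gene next to MYC, had 11.1 ± 4.57 (SD, n = 3) and 9.91 ± 1.15 (SD, n = 3). The circles of FOXO3, MAN1A2 and RHOBTB3 had log2 fold changes of 0.36 (standard error 0.43), 0.23 (standard error 0.38) and 0.29 (standard error 0.23), and that of HIPK3 had 0.00 (standard error 0.13).

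Circles of genes tied to Gemcitabine were scarce. Of 34 genes of its transport and metabolism, 6 had a listed circle and 1 circle was tested, hsa_circ_0002212 of DCTD, a deaminase of deoxycytidylate, with 7 reads in each line. Of 31 ABC transporter genes, 25 circles were listed, with 63 reads in PANC-1 and 94 in PANC-1-GR together, and 3 circles of ABCC1 and ABCC4 were tested, with log2 fold changes of -0.74 (standard error 0.83), 0.58 (standard error 0.78) and -0.03 (standard error 0.99). Circles of DNA damage response and repair genes had the highest median of the tested lists, 0.79 over 6 circles, none of them called, while all 123 listed circles of the list together had 338 reads in PANC-1 and 370 in PANC-1-GR. Its FANCL circle, from a ubiquitin ligase of the Fanconi anemia pathway, had 18 reads in PANC-1 and 34 in PANC-1-GR, that of BARD1, the partner of BRCA1, had 4 and 11, that of MSH3, a mismatch repair gene, had 6 and 12, and that of ATM, a kinase of the double-strand break response, had 10 and 17. The list had an adjusted p of 0.0517 over 4 lists in camera of limma, and an adjusted p of 0.561 with an estimated correlation. The lists of circRNA biogenesis factors (median 0.50, with circles of METTL3, XRN2, FTO and QKI, and 137 and 183 reads over all 35 listed circles), the DLK1-DIO3 region (median -0.27 over 11 circles, among them hsa_circ_0003265 of SNORD113-5 with 66 and 45 reads) and cell cycle and DNA replication (median -0.13) had adjusted p of 0.315, 0.410 and 0.816 in the same limma test. The 3 tested circles of the transition list, of SMAD2, ZEB1 and TJP1, had log2 fold changes of 0.42, 0.35 and -0.16. No circRNA of any of these lists or of MHC class I passed edgeR's quasi-likelihood test when adjusted over the list alone. Markers of fibroblasts, blood cells, endothelium, and acinar and endocrine pancreas had 0 listed circles, which says little about other cells since many such genes form no circle. Of 19 chromosomes with at least 20 tested circles, 0 were shifted in camera of limma; the smallest p was 0.0227, for chromosome 17 (median -0.41), with an adjusted p of 0.431, and 2 had an unadjusted p under 0.05.

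Among called circRNAs, 9 of 41 (22.0%) had no circBase ID, against 106, or 11.4%, of those tested and not called, an odds ratio of 2.18 (two-sided Fisher's exact test, p = 0.0493). The direction turned with DESeq2 (0.568), limma-voom (0.736), no filter (0.577) and without PANC-1-GR replicate 3 (0.950), and the ratio no longer passed p 0.05 without PANC-1 replicate 2 (1.56) or 3 (1.17) or PANC-1-GR replicate 1 (1.60). Deeper circles gave more small p-values: of the 148 circRNAs with at least 10 reads in 3 libraries, 13 (8.78%, 95% Clopper-Pearson interval 4.76 to 14.6) had p of at most 0.05, against 36 of 821 (4.38%) with fewer reads (two-sided Fisher's exact test, p = 0.0385), and their median standard error was 0.38 against 0.72 on the log2 scale. The first group holds 3 circRNAs called higher and 3 lower when fitted alone, and its smallest adjusted p was 0.0534 in edgeR's quasi-likelihood test.

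The 6 libraries divide into 3 and 3 in 10 ways, too few for a share under 0.05. An unadjusted p of at most 0.05 was reached by 49 circRNAs in the real division and by 30 to 43 in the 9 others. The real division gave 41 calls at fold 2 and the highest other 35 (1 of 10 as large), and 48 at fold 1.5 against 41 (1 of 10). With no filter it gave 124, and the highest other gave 161 (9 of 10 as large). At an adjusted p under 0.05 in edgeR's quasi-likelihood test it gave 0 and the highest other 0 (10 of 10). For Table 1 it gave 7 against 3 (1 of 10) and for the pathways 4 against 0 (1 of 10), both chosen by the paper on this division. For gene lists it gave 0 against 1 (10 of 10) and for chromosomes 0 against 0 (10 of 10).

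The primer sequences of Table 2 were searched in GENCODE release 29 transcripts. Of the 10 pairs for circRNAs, 3 had both primers in a transcript of the host gene, those of SUPT16H, NUP54 and DCUN1D4, and all 3 pointed away from each other on the linear transcript. A circle closed by the stated product has 867 bases for SUPT16H and 1097 for NUP54, the lengths that the deposited table gives. For DCUN1D4 it has 1348 bases on the spliced transcript, whereas the deposited table gives the unspliced 50642. The forward primer for the circle of HLA-G matched transcripts of other HLA genes, among them HLA-B, HLA-C, HLA-H, HLA-J and HLA-L, and none of HLA-G. For 5 pairs 1 primer matched and for 2 pairs, of SCRG1 and ARHGAP35, neither did.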
